A study of Mus musculus with 2 samples.

How the data were processed

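Single cells of mouse bone marrow were measured in 2 libraries, 1 of the Mx1-Cre control genotype and 1 of the Mx1-Cre LSL-MYC genotype, prepared with a droplet-based 3′ kit per the labels' protocols. The values used are the whole-number UMI counts per gene and barcode as deposited, which were made with Cell Ranger 6.0.0 per the file headers. Neither the headers nor the labels state the genome build, the annotation or how barcodes were called as cells. The matrices hold 32286 features, the last of which is named MYC; its sequence is not stated, so its level says only how many reads that sequence drew. Gene positions were taken from the GENCODE vM21 annotation of GRCm38, matched by gene identifier: 32158 features (99.6%) matched, 97.8% of these with the same symbol, and 128 did not match.

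The lowest barcode held 500 UMIs in the control and 638 in the MYC library. Cells were kept with at least 500 UMIs and 200 genes and under 10% mitochondrial UMIs. In the control 137 barcodes had too few genes and 1609 (9.42%) too many mitochondrial UMIs; in the MYC library these were 8 and 1600 (11.0%). Doublets were called in each library with Scrublet, as built into scanpy, at its automatic threshold and removed: 701 (4.53%) of 15461 control cells and 251 (1.95%) of 12896 cells of the MYC library. At 0.8% per 1000 barcodes 13.7% and 11.6% would be doublets, so doublets remained, and calling removed different shares from the libraries. After filters 119905786 UMIs of the control and 102740700 of the MYC library were left, with median mitochondrial shares of 2.14% and 1.92%.

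Both libraries were clustered together with the Leiden method (resolution 1, seed 0) on a graph of 15 neighbours in 30 principal components of 2000 variable genes, after each cell was scaled to 10000 UMIs, log-transformed and clipped at 10 standard deviations. Mitochondrial, ribosomal, immunoglobulin and T-cell receptor genes, Gm42418, Myc, MYC and the genes of all lists below were left out of the variable genes. Clusters were named from markers of 18 cell types fixed before the data were examined, as were the groups, lists, comparisons and all alternatives not said to be added later. A cluster took the type with the highest mean marker score among types with at least 3 markers detected in 10% of its cells. It kept the name only if at least 1 of its 10 leading genes was a marker of that type's class and no other class had more there; leading genes were those with the largest fold over other clusters, detected in at least 25% of cells. A rule set after the data were seen kept 3 clusters unnamed whose median UMIs were 0.135, 0.151 and 0.173 of their library's: cluster 0 (16.4% of control cells and 20.2% of the MYC library), cluster 26 (0.386% and 0.601%) and cluster 28 (0.230% and 0.277%). Clusters 18 (1.61% and 1.48%), led by MHC class II genes and Mrc1, and 24 (0.949% and 0.585%), led by Ace and Adgre4, did not meet the leading-gene rule and stayed unnamed too. Nothing was corrected for free RNA or for differences between the libraries.

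UMIs were summed over the cells of a class and library and given per 1000000 UMIs of that class (CPM), with exact Poisson intervals; ratios have exact conditional binomial intervals, shares of cells exact Clopper-Pearson intervals, and differences of shares Newcombe intervals built from these, all at 95%. They cover counting error only. With 1 library per group no test was run, no p-value is given, and differences between classes were not tested either. Where a gene had 0 UMIs, the upper end of the exact interval limits its level, and 3 counts limit the share of cells with a UMI. List medians used log2 ratios of CPM with a pseudocount of 1 CPM over genes with at least 50 UMIs in the class, in classes with at least 100 cells per library, and were ranked among 10000 random lists of the same size drawn from 20 expression bins. The lists held 59 MYC-induced, 31 interferon (29 among the features), 28 inflammatory, 58 oxidative phosphorylation, 22 dissociation-stress, 43 S-phase, 54 G2/M, 10 alarmin and 11 alarmin receptor or inflammasome genes, besides all ribosomal protein genes. Several alarmins are typical neutrophil and monocyte transcripts.

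The named genes were the 3 with the largest and the 3 with the smallest log2 ratio in each class with at least 200 cells per library, among genes with a mean of at least 100 CPM over both libraries and a counting interval of the ratio that excluded 1. Cell type markers, the 10 leading genes of any cluster of the class, haemoglobin, sex-linked, immunoglobulin, T-cell receptor and mitochondrial genes were left out of that ranking, and T or NK cells had too few cells for it. Some genes that the rule picked are not reported here. Alarmins, their receptors and inflammasome genes and Myc were named whatever their value in the neutrophil lineage. Not all alarmin, receptor and inflammasome genes are reported in the other classes. S100a4 and S100a10 led monocyte clusters and are not reported in monocytes. The shares of Gm42418, Xist and Y-linked genes were looked at as checks.

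The calculations were tested on UMI sums of the neutrophil lineage drawn from a Poisson model. The test covered 1097 genes of at least 100 CPM, of which 200 were changed by the same known fold, up or down. Of the changed genes 100% had the right direction, 95.3% of intervals held the true ratio, and the largest error of a changed gene was 0.08 on the log2 scale. Of 400 unchanged lists of 58 genes 96% lay inside the central 95% of 1000 random lists, and a list raised by 0.5 gave a median of 0.47 at percentile 100. The intervals assume the same Poisson model, so this checks the calculation only. Clumping of UMIs in single cells and shared regulation of the genes of a list were not simulated.

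Alternatives changed 1 choice at a time: Leiden resolution 0.5 or 2; each library clustered on its own; variable genes with the lists; cells with at least 1000 UMIs and 500 genes; cells under 5% mitochondrial UMIs; doublets kept; cells classified by markers alone; CPM without the 20 most abundant genes; median-of-ratios scaling; the mean over cells of each cell's CPM. List alternatives were a minimum of 10 or 200 UMIs and a pseudocount of 10 CPM, alternatives for the share with 2 G2/M UMIs were 2000 UMIs or 4 list UMIs, and the named-gene alternative a mean of 20 CPM. Shares of cells in named clusters only and CPM without Gm42418 were added after the data were seen. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.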

Results

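Bone marrow hematopoietic cells of mice were profiled by droplet-based single-cell RNA sequencing of transcript 3′ ends, with 1 library per group and 2 libraries in all. The control library came from a genotype with Mx1-Cre and an unaltered Rosa26 locus, and the other, called the MYC library here, from a genotype with Mx1-Cre and LSL-MYC on both Rosa26 alleles. Mx1-Cre is a Cre recombinase driven by an interferon-inducible promoter, and LSL-MYC is a MYC transgene behind a stop cassette that Cre removes. The series asked how gene expression in the marrow changes when MYC is overexpressed in hematopoietic stem cells, and its title names an axis of MYC and alarmins, which are proteins that signal to immune receptors when cells release them. The control library held 131884603 unique molecular identifiers (UMIs) in 17073 barcodes, and the MYC library 110012176 UMIs in 14496 barcodes. After filters, 14760 control cells with a median of 5322 UMIs and 1529 genes and 12645 cells of the MYC library with a median of 6014 UMIs and 1588 genes were kept. There were no replicates, so no difference was tested, and every interval below is a 95% interval that covers counting error only. Genotype and library preparation could not be separated in this design.

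The MYC transcript was examined first, because it checks the labels. The last of the 32286 features in both matrices carries the name MYC and stands apart from the mouse gene Myc. It had 0 UMIs in the control library, with an exact upper limit of 0.0308 UMIs per 1000000 UMIs (CPM), and 295 UMIs in the MYC library, or 2.87 CPM (interval 2.55 to 3.22). Of the kept cells of the MYC library 2.16% carried a MYC UMI, against 0 of 14760 control cells, which allows a share of up to 0.0203%. Levels differed between the cell classes of the MYC library. Mature neutrophils reached 9.69 CPM (8.04 to 11.6, 121 UMIs), immature neutrophils 2.69 CPM (76 UMIs), and granulocyte progenitors 0.638 CPM (7 UMIs). Monocytes stood at 2.08 CPM (37 UMIs), erythroid cells at 1.20 CPM (9 UMIs), and stem or multipotent progenitors at 1.06 CPM (0.545 to 1.84, 12 UMIs). From few UMIs, T or NK cells stood at 3.57 CPM (0.737 to 10.4, 3 UMIs) and plasma cells at 3.34 CPM (1.23 to 7.27, 6 UMIs). Macrophages stood at 2.74 CPM (1.37 to 4.91, 11 UMIs). The level in mature neutrophils was 15.2-fold that in granulocyte progenitors (7.15 to 38.6), a log2 ratio of 3.92 that ranged from 3.34 at Leiden resolution 0.5 to 4.50 without the 20 most abundant genes in the denominator. Granulocyte progenitors hold more UMIs per cell (medians of 19064 and 4886 UMIs in the MYC library), and per cell the number of MYC UMIs in mature neutrophils was 3.87-fold that in granulocyte progenitors (1.82 to 9.83).

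**Figure D1:**
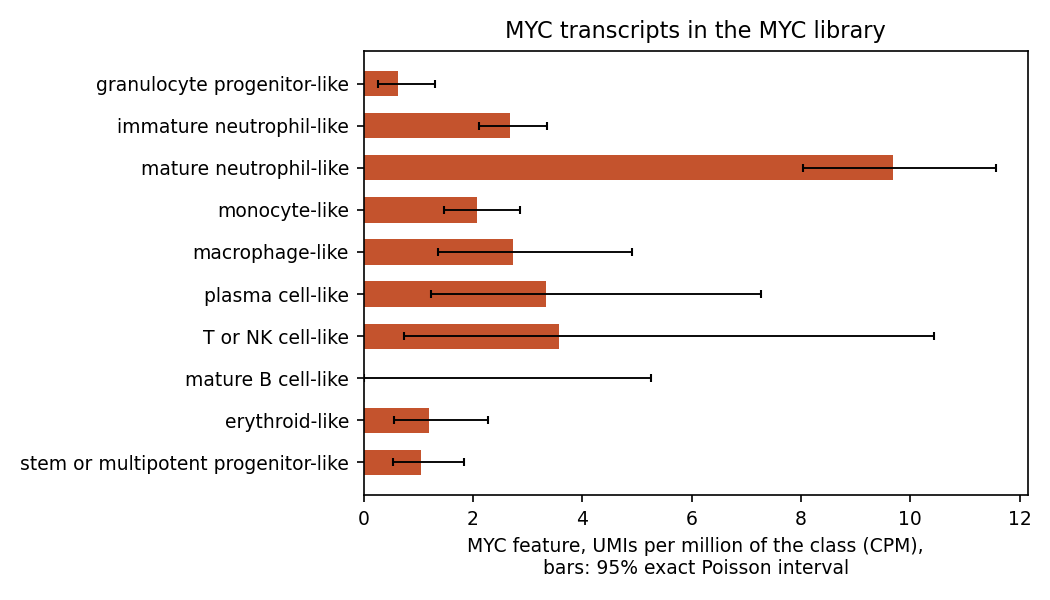
The bars show UMIs of the MYC feature per 1000000 UMIs (CPM) in each cell class of the MYC library, with 95% exact Poisson intervals that cover counting error only. Mature neutrophils reached 9.69 CPM and granulocyte progenitors 0.638 CPM.

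The endogenous gene Myc (ENSMUSG00000022346, protein-coding, GRCm38 chromosome 15, 61985391 to 61990374) was compared between the libraries to ask whether its own transcripts moved with the transgene. Over all kept cells it stood at 23.6 CPM in the control and 21.2 CPM in the MYC library, a log2 ratio of -0.15 (-0.24 to -0.07), and the direction changed, to 0.05 with median-of-ratios scaling, 0.14 as a mean over cells and 0.37 with cells under 5% mitochondrial UMIs. In stem or multipotent progenitors the levels were 87.0 and 91.3 CPM, a log2 ratio of 0.07 whose interval, -0.06 to 0.20, included 0. Erythroid cells rose from 32.9 to 50.01 CPM (log2 ratio 0.60, 0.42 to 0.78). The neutrophil lineage fell from 14.95 to 10.01 CPM (log2 ratio -0.58, -0.74 to -0.42), and granulocyte progenitors from 56.9 to 40.3 CPM (-0.50). These 2 values turned as well, the first to 0.056 with cells under 5% mitochondrial UMIs and the second to 0.016 at Leiden resolution 0.5. Both intervals within immature and mature neutrophils included 0, with log2 ratios of -0.24 and -0.13. Monocytes fell from 6.81 to 3.88 CPM (-0.81, -1.29 to -0.34), but the value was 0.17 at Leiden resolution 0.5 and 0.23 with cells of at least 1000 UMIs and 500 genes. B lineage cells fell from 12.1 CPM (139 UMIs) to 3.47 CPM (9 UMIs), a log2 ratio of -1.80 (-2.96 to -0.83). The B lineage value moved most of these, to -0.37 when each cell's CPM was averaged. T or NK cells had a log2 ratio of -0.63 (-1.40 to 0.08).

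Shares of cell classes were compared to ask how the makeup of the marrow differed between the libraries. Names such as monocyte stand for monocyte-like clusters, named from fixed marker genes, and all shares are of kept cells. The neutrophil lineage joins granulocyte progenitors with immature and mature neutrophils. It made up 46.0% of control cells (45.2 to 46.9) and 47.2% of the MYC library (46.3 to 48.0). The difference was 1.13 percentage points, and its interval, -0.06 to 2.32, included 0. Some alternatives gave intervals that excluded 0, as at Leiden resolution 2 (2.40, 1.21 to 3.59) and by markers alone (4.46, 3.26 to 5.65). With cells under 5% mitochondrial UMIs the difference was -0.369 points (-1.64 to 0.90). Within the lineage, immature neutrophils rose from 19.6% to 22.6%, mature neutrophils fell from 22.4% to 20.1%, and granulocyte progenitors went from 4.02% to 4.50%, within counting error. Of all shares named here the immature one moved most with the processing, from a difference of 2.97 points to -1.02 points with cells under 5% mitochondrial UMIs. Monocytes rose from 7.38% (6.97 to 7.82) to 10.4% (9.90 to 10.97). Macrophages rose from 0.129% (19 cells) to 5.09% (644 cells), a difference of 4.96 points (4.58 to 5.37). Of the UMIs of the macrophage genes C1qa, C1qb and C1qc, however, 76.7% lay in unnamed clusters in the control and 8.74% in the MYC library, and macrophages held 9.90% and 84.4%. Stem or multipotent progenitors made up 2.84% and 4.10%, a rise of 1.26 points (0.82 to 1.70) that became -0.0344 points when each cell was classified by its markers alone.

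The lymphoid and erythroid classes were smaller in the MYC library. B lineage cells fell from 8.34% (7.90 to 8.80) to 2.02% (1.78 to 2.28), a difference of -6.32 points (-6.84 to -5.81). B progenitors went from 488 cells (3.31%) to 19 cells (0.150%), mature B cells from 496 cells (3.36%) to 144 cells (1.14%), and plasma cells from 247 cells (1.67%) to 92 cells (0.728%). The class called T or NK cells is 1 cluster named by T cell markers, and it fell from 2.67% to 1.25%. Erythroid cells fell from 9.88% (9.40 to 10.4) to 4.76% (4.40 to 5.15), and plasmacytoid dendritic cells from 1.49% to 0.332%. The intervals of the differences included 0 for megakaryocytes (0.400% and 0.490%) and for basophils or mast cells (1.26% and 1.18%). Unnamed clusters held 19.6% of control cells and 23.2% of the MYC library. Most of them were in cluster 0, with 16.4% and 20.2% of cells and medians of only 742 and 800 UMIs.

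Several clusters came mostly from 1 library, so they may stand for that library and not for a cell type. Mature neutrophil clusters 3 (1593 control cells and 158 of the MYC library) and 5 (109 and 1121), monocyte clusters 12 (643 and 98) and 16 (7 and 589), macrophage cluster 14 (19 and 644) and B progenitor clusters 22 (311 and 15) and 25 (177 and 4) were of this kind. For monocytes and macrophages together, the share rose from 7.51% to 15.5%, by 8.002 points (7.24 to 8.77).

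**Figure D2:**
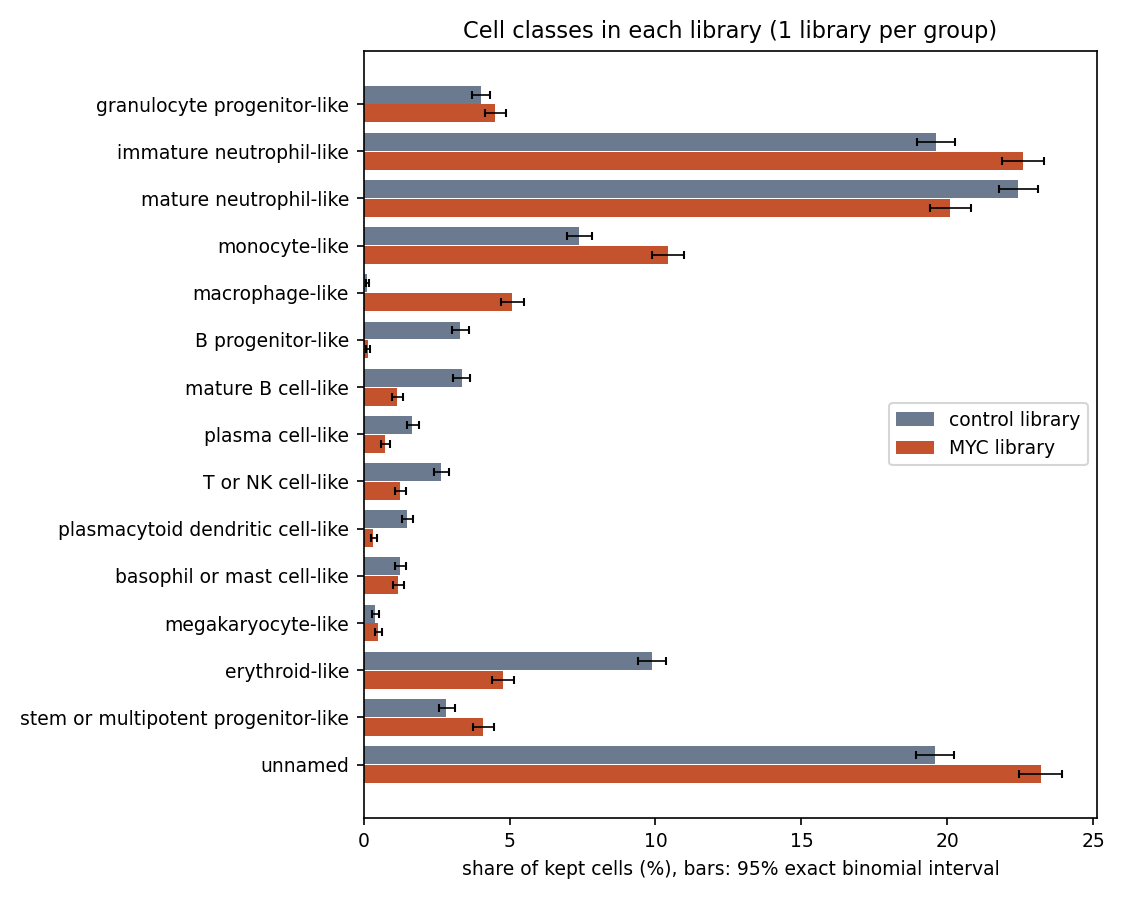
The bars show each cell class as a percentage of kept cells in the control library (14760 cells) and the MYC library (12645 cells), with 95% exact binomial intervals that cover counting error only. Monocyte, macrophage and stem or multipotent progenitor shares were higher in the MYC library, and B progenitor, mature B, plasma, T or NK, plasmacytoid dendritic and erythroid shares were lower.

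The alarmin genes S100a8 (ENSMUSG00000056054, GRCm38 chromosome 3, 90668978 to 90670035) and S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721), both protein-coding, were compared because the series title names alarmins. In the neutrophil lineage S100a8 stood at 96284 CPM in the control and 95106 CPM in the MYC library, a log2 ratio of -0.02 that became 0.25 with median-of-ratios scaling and 0.06 as a mean over cells. S100a9 rose there from 105734 to 144153 CPM, a log2 ratio of 0.45. By stage, S100a9 had log2 ratios of 0.31 in granulocyte progenitors, 0.40 in immature and 0.55 in mature neutrophils, and in granulocyte progenitors the value turned to -0.25 at Leiden resolution 2. S100a8 had -0.38 in granulocyte progenitors, -0.06 in immature neutrophils (0.15 with median-of-ratios scaling) and 0.16 in mature neutrophils. The median log2 ratio of all genes in the neutrophil lineage was -0.22, and both S100a8 and S100a9 lay above it. Among monocytes S100a8 stood at 4752 and 4953 CPM (log2 ratio 0.06). That value turned to -0.07 without Gm42418 in the denominator and to -0.84 with doublets kept. S100a9 stood at 5051 and 6785 CPM there (0.43, -0.45 with doublets kept). The control levels were near those of control erythroid cells, 4003 CPM for S100a8 and 4499 CPM for S100a9. No background share was taken off, so the monocyte values cannot be told apart from neutrophil RNA in the droplets.

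Outside the myeloid classes, S100a8 rose from 3646 to 6790 CPM in the B lineage (log2 ratio 0.90), from 6587 to 10366 CPM in T or NK cells (0.65) and from 4003 to 6440 CPM in erythroid cells (0.69), and fell from 3928 to 3217 CPM in stem or multipotent progenitors (-0.29). In the order of these classes, mean S100a8 UMIs per cell went from 34.1 to 69.2, 46.4 to 55.1, 60.7 to 80.2 and 91.3 to 70.6. S100a9 had log2 ratios of 1.41, 0.87, 1.14 and 0.14 in the same classes. The last turned to -0.15 at Leiden resolution 2, -0.34 with cells under 5% mitochondrial UMIs and -0.39 with doublets kept. The B lineage value of S100a8 moved most of the alarmin results, to -0.35 when doublets were kept, and that of T or NK cells to -0.20. The erythroid value of S100a8 turned to -0.35 with each library clustered on its own. T or NK and erythroid cells of the MYC library had fewer UMIs per cell, so part of their rise in CPM came from the denominator. Camp, a marker of immature neutrophils, rose in the B lineage, T or NK cells and erythroid cells as well, with log2 ratios of 1.35, 0.82 and 1.21, against 0.15 in the neutrophil lineage. S100a8 UMIs were in 99.8% of control B lineage cells (median 5199 UMIs) and in 100% of control neutrophil lineage cells (median 5299.5 UMIs), so the share of cells with a UMI did not set the classes apart and was read as background in B lineage cells.

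**Figure D3:**
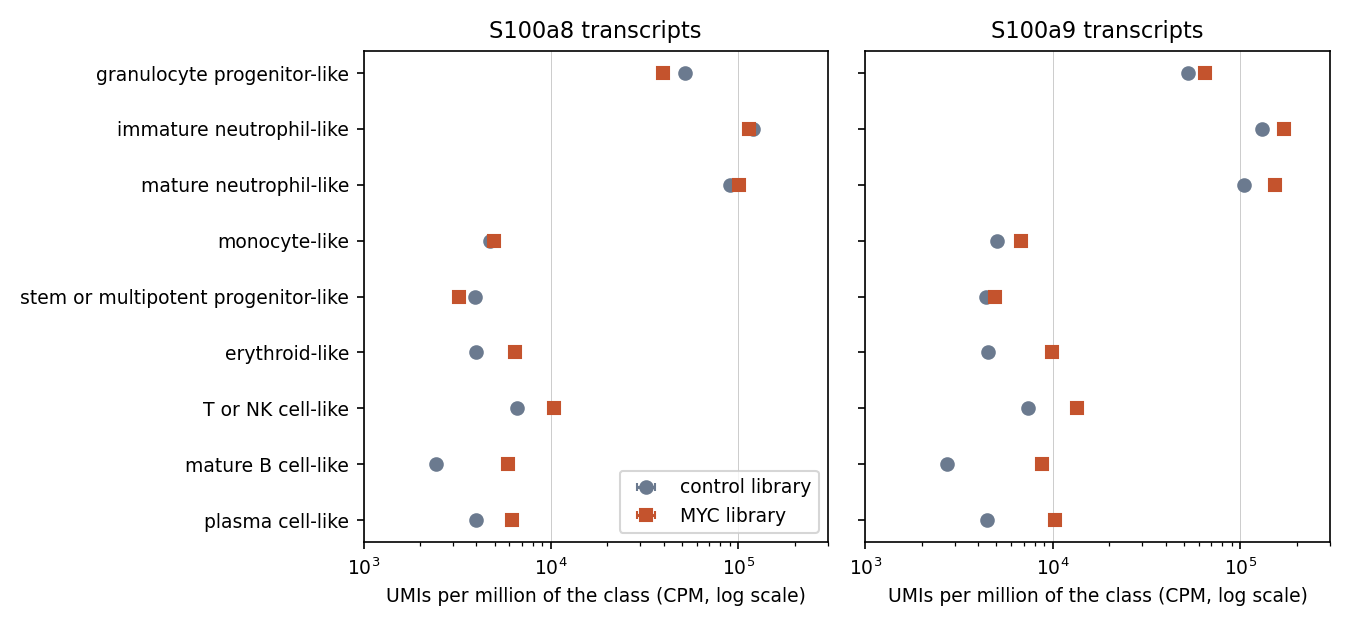
The points show S100a8 and S100a9 UMIs per 1000000 UMIs of each cell class (CPM, log scale) in the control library (circles) and the MYC library (squares); the 95% Poisson intervals are narrower than the points. S100a9 was higher in the MYC library in all 9 classes drawn, with log2 ratios of 0.14 in stem or multipotent progenitors and 0.45 in the neutrophil lineage. The value in stem or multipotent progenitors turned to -0.39 with doublets kept.

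The 6 other alarmin genes with enough UMIs to compare in the neutrophil lineage had higher levels in the MYC library, under every alternative tried. S100a4 rose from 9.57 to 31.7 CPM (log2 ratio 1.73, 1.58 to 1.88), S100a10 from 8.47 to 17.2 CPM (1.02), S100a6 from 2541 to 3983 CPM (0.65), S100a11 from 1707 to 2554 CPM (0.58) and S100a13 from 114 to 143 CPM (0.33). Hmgb1 had a log2 ratio of 0.11 (0.08 to 0.13). Il1a had 0 and 1 UMIs and Il33 1 and 0 UMIs, too few to compare. In the B lineage these genes went both ways: S100a6 (log2 ratio 1.18), S100a11 (0.78) and S100a4 (0.61) were higher, S100a13 (0.0047, -0.31 to 0.31) was within counting error, and S100a10 fell from 114 to 75.9 CPM (-0.59, -0.81 to -0.37) and Hmgb1 from 968 to 327 CPM (-1.57, -1.67 to -1.47). Within B cell types Hmgb1 had log2 ratios of -0.28 in B progenitors, -0.59 in mature B cells and -0.04 in plasma cells, the last within counting error. In T or NK cells, erythroid cells and stem or multipotent progenitors the 6 genes were higher. Hmgb1 in erythroid cells (0.04), however, turned to -0.11 without Gm42418 in the denominator. No share of neutrophil RNA was taken off in any of these classes. In the control S100a6 and S100a11 stood at 2541 and 1707 CPM in the neutrophil lineage. They stood at 157 and 148 CPM in the B lineage and at 133 and 104 CPM in erythroid cells. Rises of S100a6 and S100a11 in the B lineage and erythroid cells therefore cannot be told apart from neutrophil RNA in the droplets. A like limit holds within the neutrophil lineage for S100a4 and S100a10, which led monocyte clusters and were low in neutrophils. The macrophage gene C1qb rose there too, from 1.01 to 6.78 CPM. No alternative took off RNA of other cells, so the S100a4 and S100a10 rises in neutrophils cannot be told apart from monocyte RNA in the droplets.

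Receptors and inflammasome genes through which alarmins act were compared next. In the neutrophil lineage Il1b fell from 150 to 71.3 CPM (log2 ratio -1.08, -1.13 to -1.02) and Nlrp3 from 22.8 to 9.80 CPM (-1.22, -1.37 to -1.07), while Pycard rose from 67.6 to 121 CPM (0.84, 0.78 to 0.90). Il1b took no part in the clustering, but it led mature neutrophil cluster 3, most of whose cells were from the control. Tlr4 (-0.55), Tlr2 (-0.35) and Cd33 (-0.31) were lower, by less once the all-gene median of -0.22 is taken into account. Myd88 (-0.24) and Gsdmd (-0.21) were lower but turned to 0.03 and 0.05 with median-of-ratios scaling. The intervals of Casp1 (0.03), Ager (-0.20) and Il18 (-0.22) included 0. The list of these 11 genes had a median of -0.23 in the neutrophil lineage, at percentile 49.1 of 10000 random lists matched on expression. It was -0.15 in monocytes and -0.16 in the B lineage (percentiles 49.9 and 83.0). In T or NK cells, erythroid cells and stem or multipotent progenitors it was 0.45, 0.51 and 0.10 (percentiles 99, 97.7 and 95.35). Fewer of its genes had enough UMIs in these other classes, and each interval across genes included 0. In monocytes, where the all-gene median was -0.15, Il1b fell from 196 UMIs to 90 UMIs (log2 ratio -1.57, -1.94 to -1.20) and Nlrp3 from 30.1 to 18.5 CPM (-0.70), while Pycard rose from 310.2 to 588 CPM (0.92) and Cd33 from 17.1 to 27.7 CPM (0.69). Of the receptor results, Il1b in T or NK cells moved most: its log2 ratio of 0.86 (0.04 to 1.65), from 40 control UMIs and 22 UMIs in the MYC library, became -0.21 with doublets kept, and the single richest cell of each library held 21 and 20 of those UMIs.

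Gene lists fixed beforehand were compared by the median log2 ratio of their genes, set against random lists of the same size matched on expression; genes are not independent replicates, and the percentile describes these libraries only. The median of all genes was -0.22 in the neutrophil lineage, -0.15 in monocytes, -0.41 in the B lineage, -0.07 in T or NK cells, -0.02 in erythroid cells and -0.14 in stem or multipotent progenitors. Interferon-response genes lay below all 10000 random lists in the neutrophil lineage (median -1.06, 28 genes), monocytes (-1.46), erythroid cells (-1.06) and stem or multipotent progenitors (-0.67). They were at percentile 51.7 in the B lineage (-0.44) and 92.0 in T or NK cells (0.09). Among the list medians the monocyte interferon value moved most, to -0.54 with cells under 5% mitochondrial UMIs, and it stayed below 0 in all 14 alternatives. Monocytes of the libraries lay largely in different clusters, with 643 control cells and 98 of the MYC library in cluster 12, and 7 and 589 in cluster 16. Neither the lists nor the alarmin, receptor or inflammasome genes were compared within a monocyte cluster. A different mix of these clusters was therefore not tested as a cause of the monocyte ratios. MYC-induced genes had medians of 0.50 in monocytes (percentile 100), 0.33 in erythroid cells (percentile 100), 0.22 in stem or multipotent progenitors (percentile 99.99), 0.04 in the B lineage (percentile 100) and 0.01 in T or NK cells (percentile 87.7). In the neutrophil lineage their median was -0.04 (percentile 99.9), which lay above the all-gene median and turned to 0.21 with median-of-ratios scaling. By stage it was -0.02 in granulocyte progenitors (percentile 99.6), 0.15 in immature neutrophils (0.05 to 0.39, percentile 100) and 0.02 in mature neutrophils (percentile 98.7), with intervals that included 0 in the first and last, so the median of the pooled lineage lay below that of each stage.

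Ribosomal protein genes were higher in every class compared, with medians of 0.51 in the neutrophil lineage, 0.68 in monocytes, 0.86 in the B lineage, 0.60 in T or NK cells, 0.74 in erythroid cells and 0.35 in stem or multipotent progenitors, each at percentile 100. Oxidative phosphorylation genes had medians of 0.19 in the neutrophil lineage and 0.42 in monocytes, both at percentile 100. Their medians were 0.39 in T or NK cells, 0.28 in stem or multipotent progenitors, 0.14 in erythroid cells (-0.01 without Gm42418 in the denominator) and 0.08 in the B lineage (-0.16 without Gm42418). Inflammatory genes had medians of -0.17 in the neutrophil lineage (percentile 75.4), 0.15 in monocytes (percentile 99.3), 0.50 in erythroid cells (percentile 99.8), 0.31 in stem or multipotent progenitors and 0.74 in T or NK cells (both percentile 100), and -0.13 in the B lineage (percentile 93.2). The intervals across genes excluded 0 in erythroid cells (0.04 to 0.98) and T or NK cells (0.19 to 1.73) and included it in the 4 others, and the monocyte median fell to -0.16 at Leiden resolution 0.5. The neutrophil transcript Camp also rose in erythroid cells (log2 ratio 1.21) and T or NK cells (0.82). No share of myeloid RNA was taken off, so the inflammatory medians of both classes were not separated from such RNA in the droplets. Dissociation-stress genes had medians of 0.07 in the neutrophil lineage (percentile 93.8) and 0.06 in monocytes (percentile 82.1), but 0.47 in erythroid cells (percentile 99.97), 0.44 in the B lineage (percentile 99.05), 0.35 in granulocyte progenitors (percentile 99.97) and 0.34 in immature neutrophils (percentile 99.88). They were 0.09 in T or NK cells (percentile 64.8), -0.04 in stem or multipotent progenitors (percentile 59.5) and -0.0033 in mature neutrophils (percentile 86.7). The intervals across their genes included 0 in all of these classes.

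**Figure D4:**
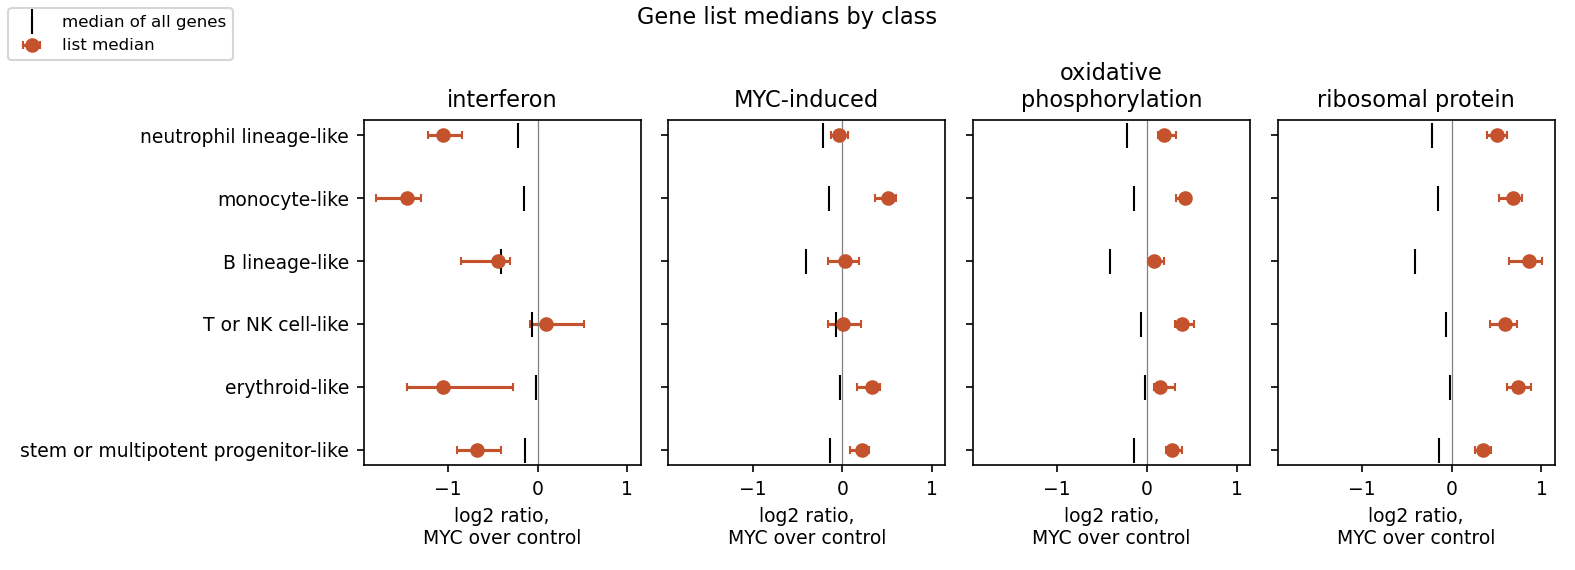
Points show the median log2 ratio, MYC library over control, of the interferon, MYC-induced, oxidative phosphorylation and ribosomal protein lists in 6 classes, with 95% order-statistic intervals across the genes of a list; black ticks mark the median of all genes of the class. The interferon median was -1.06 in the neutrophil lineage and 0.09 in T or NK cells, and ribosomal protein medians ran from 0.35 to 0.86.

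UMIs per cell were compared as a crude measure of RNA content, which also depends on sequencing depth. In the neutrophil lineage the median rose from 5299.5 to 6877 UMIs, a ratio of 1.30, and in mature neutrophils from 3644 to 4886 UMIs. Monocytes rose from 10520 to 12328 UMIs (log2 ratio 0.23), a value that moved most of this family, to -0.35 with cells under 5% mitochondrial UMIs. The medians fell from 21833 to 20007.5 UMIs in stem or multipotent progenitors, from 10765 to 7753 UMIs in erythroid cells and from 6269 to 4254.5 UMIs in T or NK cells.

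Cells with at least 2 UMIs of the G2/M list, once every cell was thinned to 1000 UMIs, were counted as a measure of cycling. The count did not mark cycling cells: in the control it gave 85.9% of mature neutrophils and 85.2% of immature ones, while the list stood at 3527 and 10147 CPM. The shares are therefore given only as shares of cells with 2 such UMIs. In the neutrophil lineage the share was 86.7% in the control (146 shallower cells left out) and 83.4% in the MYC library (102 left out), and the list stood at 8609 and 7842 CPM. Without thinning the shares were 99.6% and 99.7%. Monocytes went from 77.2% (6 cells left out) to 80.6% (6 left out) while their list CPM fell from 10798 to 10159, stem or multipotent progenitors from 89.2% to 90.3% (1 left out in each library) while it fell from 8668 to 8338, and erythroid cells from 92.2% (57 left out) to 94.2% (48 left out) while it fell from 18046 to 13425. Their unthinned shares were 99.9% and 99.8% in monocytes, 100% in both libraries for stem or multipotent progenitors, and 99.6% and 99.3% in erythroid cells. The monocyte difference, 3.35 points, moved most and became -21.9 points with cells under 5% mitochondrial UMIs.

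S-phase and G2/M genes had list medians of -0.26 and -0.22 in the neutrophil lineage (percentiles 54.0 and 52.5, the latter median turning to 0.03 with median-of-ratios scaling). By stage the medians were -0.29 and -0.36 in granulocyte progenitors (percentiles 25 and 0.74), -0.22 and -0.12 in immature neutrophils (percentiles 53.3 and 85.1) and -0.53 and -0.32 in mature neutrophils (percentiles 0 and 4.81). They were -0.04 and -0.12 in monocytes (percentiles 89.2 and 29.5), -0.05 and -0.08 in T or NK cells (percentiles 51.8 and 45.7), -0.12 and -0.10 in stem or multipotent progenitors (percentiles 11.4 and 10.3) and -0.36 and -0.44 in erythroid cells (percentiles 0.13 and 0). With median-of-ratios scaling the G2/M medians of immature neutrophils, monocytes and stem or multipotent progenitors turned to 0.07, 0.03 and 0.05, and the S-phase median of the last to 0.03. In the B lineage, where B progenitors were nearly absent from the MYC library, the medians were -1.53 and -1.66 (percentile 0 for both).

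The 3 genes with the largest and the 3 with the smallest log2 ratio were taken in each class with enough cells, at a mean of at least 100 CPM. In the neutrophil lineage Ifitm2 (ENSMUSG00000060591, chromosome 7, 140954837 to 140955987) rose from 308 to 1013 CPM (log2 ratio 1.72) and Rbm3 (ENSMUSG00000031167, chromosome X, 8138975 to 8145880) from 237 to 606 CPM (1.35). AY036118 (1.25) was also among the higher genes, but it lies within Gm42418, which overlaps ribosomal RNA, and its count is uncertain. Lower were Tmcc1 (ENSMUSG00000030126, chromosome 6, 116018611 to 116193486), from 463 to 141 CPM (-1.71), and Ifi27l2a (ENSMUSG00000079017, chromosome 12, 103442167 to 103443680), from 198 to 78.2 CPM (-1.34). In monocytes Ppp1r14b (1.48), Rps18 (1.45) and Rps2 (1.40) were among the highest and Tmcc1 (-1.63) and Ifi204 (-1.42) among the lowest. Erythroid cells had Ddit3 (ENSMUSG00000025408, 2.35), 2410006H16Rik (1.94) and Rps18 (1.65) as the highest and Rsad2 (-2.30), Gm15564 (-2.23) and Dck (-1.30) as the lowest. In stem or multipotent progenitors the highest were Lgals3 (1.86), Ifitm1 (1.75) and Ifi30 (1.40), and among the lowest were Gm42418 (-1.34) and Lars2 (-0.95). The B lineage had Mt1 (2.22), Rps18 (2.07) and Ssr4 (2.01) as the highest and Gm15564 (-2.61), Ezh2 (-2.48) and Smarca4 (-2.46) as the lowest, in a class whose makeup differed between the libraries. Gm15564 is annotated as antisense and its count is uncertain, and ribosomal protein genes such as Rps18 and Rps2 have near-identical copies that could share reads. The genes named here kept their sign under median-of-ratios scaling, but most did not stay among the 3 with a mean of at least 20 CPM. There 0 of the 3 higher and 0 of the 3 lower genes stayed in the neutrophil lineage, monocytes and the B lineage. In erythroid cells 0 higher and 2 lower genes stayed, and in stem or multipotent progenitors 2 higher and 0 lower.

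Measures that bear on the libraries as a whole also differed. Gm42418 took 142465 CPM of the kept control cells and 74665 CPM of the MYC library, and it was lower in the MYC library in each of the 6 main classes, from 7.45% to 5.18% of UMIs in the neutrophil lineage and from 15.5% to 7.41% in monocytes. In the unnamed low-UMI cluster 0 it was higher, at 223305 and 263138 CPM. Xist, which is transcribed in cells of females, stood at 713 and 555 CPM. The Y-linked genes Ddx3y and Eif2s3y had 0 UMIs in both libraries, Uty had 0 and 1, and Kdm5d 5 and 8.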

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

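The alternatives used here were planned. They are doublets kept, each library clustered on its own, Leiden resolution 0.5, cells of at least 1000 UMIs and 500 genes, and median-of-ratios scaling. The other tests of this part were chosen after the results were seen. The differences between classes below were not tested, because each class had 1 library per group; they are given here because the classes moved in opposite directions beyond counting error.

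Myc transcripts rose in erythroid cells and fell in the B lineage, with log2 ratios that differed by 2.40. A different mix of the 3 erythroid clusters is argued against as the whole cause, because within the cluster richest in Myc the log2 ratio was still 0.43 (0.24 to 0.62). That is below the 0.60 of the whole class, so the mix may account for a part. In the 2 other clusters, with few Myc UMIs, it was 0.31 (-0.64 to 1.18) and -0.22 (-1.72 to 1.09), so a rise was shown in that cluster alone. The fall in monocytes was not removed by scaling, since median-of-ratios scaling left it at -0.65 (-1.13 to -0.18), but 2 other clusterings turned it around, to 0.17 and 0.23, so its direction rests on how monocytes were delimited. For the B lineage, a different mix of B progenitors, mature B cells and plasma cells is argued against as the whole cause: at the control levels of these types the mix in the MYC library would give 28.4 Myc UMIs, and 9 were found, a log2 ratio of -1.66 (-2.65 to -0.67, approximate). Within mature B cells the log2 ratio was -0.92, with an interval, -2.31 to 0.22, that included 0, and within plasma cells it was -2.79 (-5.89 to -0.84), from 2 UMIs in the MYC library. Transgene reads counted as Myc cannot be told apart as a part of the erythroid rise, because the sequence behind the MYC feature is unknown; in mature neutrophils, where MYC was highest, Myc had a log2 ratio of -0.13 with an interval that included 0. A response of endogenous Myc to the genotype stays open and untested, as does a difference between the library preparations.

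S100a8 transcripts rose in the B lineage, T or NK cells and erythroid cells and fell in stem or multipotent progenitors, and the log2 ratios of the B lineage and of the stem or multipotent progenitors differed by 1.19. Neutrophil RNA in the droplets of these classes is a candidate source. Camp, Ngp, Ltf and Lcn2, which are neutrophil transcripts, rose in all 3 classes relative to their change in the neutrophil lineage, in 12 of 12 comparisons, with a median of 0.87 (range 0.23 to 1.20). A rise of free neutrophil RNA in every droplet of the MYC library is argued against by stem or multipotent progenitors alone. There the same 4 genes had a median of -0.13 (range -0.57 to -0.0053) relative to the neutrophil lineage, with 4 of 4 below 0. In monocytes their median was 0.17 (range 0.04 to 0.32), with 0 of 4 below 0, which goes with such a rise. Doublets with neutrophils that were removed more fully from the control may account for part of the pattern. Of control cells 4.53% were removed, and of the MYC library 1.95%. With doublets kept the log2 ratio of S100a8 was -0.35 in the B lineage and -0.20 in T or NK cells. In erythroid cells it was -0.35 with each library clustered on its own, so none of the 3 rises held in every alternative. Higher S100a8 transcription within B, T or erythroid cells was not separately tested, and nothing here requires it.

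Il1b transcripts rose in T or NK cells and fell in monocytes, with log2 ratios that differed by 2.43. The rise rested on 40 control UMIs and 22 UMIs of the MYC library, of which the single richest cell of each library held 21 and 20. Without these cells the log2 ratio was -1.52 (-4.67 to 0.53), so a few cells holding most of the UMIs may explain the rise. With doublets kept the log2 ratio was -0.21. No biological explanation of the T or NK value was tested.

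Barcodes that the filters had left out also carried the MYC transcript. The 1851 left-out barcodes of the MYC library held 34 MYC UMIs, and the 2313 of the control held 0. Reads of mouse Myc counted as MYC are argued against, because the control had 0 MYC UMIs over all barcodes beside 3022 Myc UMIs. The level in left-out barcodes of the MYC library, 4.68 CPM (3.24 to 6.53), was 1.63-fold that in its kept cells (1.11 to 2.33), which argues against the left-out barcodes being the same mix of cells as the kept ones. Which cells they were stays open; no biological explanation was tested.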

How the results depend on the processing

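The shares in named clusters only and the levels without Gm42418 in the denominator were chosen after the data were seen; the other alternatives were planned. No paired analysis was possible because there was 1 library per group. Over 198 results and 19 alternatives, 1875 values were computed: 1236 stayed within the counting interval of the reported value, 587 moved beyond it, and 52 reversed, which was counted only where the interval of the reported value excluded 0. Where that interval included 0, the sign also changed in 23 of the values that moved and 54 of those that stayed, so 129 values in all had the opposite sign. Counting intervals are narrow here, so small moves pass them. The 15 results that answer a comparison gave 143 of these values, of which 75 stayed, 59 moved (8 of them with the opposite sign) and 9 reversed; the 183 other results gave 1732 values, of which 1161 stayed, 528 moved (15 with the opposite sign) and 43 reversed. Except where said, the cause was not tested.

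In every alternative that gave a value, the B lineage share fell (differences of -7.74 to -4.91 points), as did the erythroid (-7.57 to -5.12) and T or NK shares (-1.69 to -1.07), while the monocyte (2.39 to 6.86) and macrophage shares (4.10 to 6.47) rose. S100a9 in the neutrophil lineage stayed higher (log2 ratio 0.38 to 0.71), the interferon list stayed lower in the neutrophil lineage (-1.25 to -0.60), monocytes (-1.59 to -0.54), erythroid cells (-1.21 to -0.41) and stem or multipotent progenitors (-0.78 to -0.25), and the MYC-induced list stayed higher in monocytes (0.30 to 0.66), erythroid cells (0.18 to 0.57) and stem or multipotent progenitors (0.11 to 0.36). Myc stayed higher in erythroid cells (0.45 to 0.95) and lower in the B lineage (-2.15 to -0.37). In the values below, shares are differences in percentage points and levels are log2 ratios, MYC library over control; a G2/M share is the share of cells with at least 2 G2/M list UMIs.

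At Leiden resolution 0.5 the monocyte share was 4.07. S100a8 was 0.018 in the neutrophil lineage and -0.13 in monocytes, S100a9 was 0.48 in the neutrophil lineage, and Myc was 0.17 in monocytes and 0.016 in granulocyte progenitors. No stem or multipotent progenitor cluster was named there, so that class has no value. At resolution 2 the shares were 2.40 for the neutrophil lineage, -6.06 for erythroid cells and 0.116 for stem or multipotent progenitors. S100a8 was -0.090 and S100a9 0.38 in the neutrophil lineage, S100a9 was -0.25 in granulocyte progenitors and -0.15 in stem or multipotent progenitors, the MYC-induced list was 0.24 in the neutrophil lineage, and the G2/M share of stem or multipotent progenitors was -4.26.

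With each library clustered on its own, the shares were -7.57 for erythroid cells and 2.18 for stem or multipotent progenitors. S100a8 was 0.029 in the neutrophil lineage, -0.022 in monocytes and -0.35 in erythroid cells, S100a9 was 0.49 and the MYC-induced list -0.27 in the neutrophil lineage. Variable genes with the lists gave shares of 2.37 for the neutrophil lineage and 0.178 for stem or multipotent progenitors.

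With cells of at least 1000 UMIs and 500 genes, which leaves out most of the unnamed low-UMI cells and so raises the other shares, the shares were 4.40 for the neutrophil lineage, 6.14 for monocytes, 5.62 for macrophages, -7.25 for the B lineage and -6.12 for erythroid cells. S100a8 was -0.022 and S100a9 0.44 in the neutrophil lineage, and S100a8 was -0.041 and Myc 0.23 in monocytes. No stem or multipotent progenitor cluster was named there either.

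With cells under 5% mitochondrial UMIs, the shares were -0.369 for the neutrophil lineage, -1.02 for immature neutrophils, 6.86 for monocytes, 4.54 for macrophages, -4.91 for the B lineage, -1.07 for T or NK cells and 1.84 for stem or multipotent progenitors. S100a8 was -0.077 in the neutrophil lineage and -0.73 in monocytes, and S100a9 was 0.38, -0.36 and, in stem or multipotent progenitors, -0.34. Myc was 0.37 in all cells and 0.056 in the neutrophil lineage, the MYC-induced list was 0.25 in the neutrophil lineage, and monocytes had a median UMI ratio of -0.35 and a G2/M share of -21.9.

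With doublets kept, the monocyte share was 6.55. S100a8 was -0.0053 in the neutrophil lineage, -0.84 in monocytes, -0.35 in the B lineage and -0.20 in T or NK cells. S100a9 was 0.46 in the neutrophil lineage, -0.45 in monocytes and -0.39 in stem or multipotent progenitors. Il1b was -0.21 in T or NK cells, and monocytes had a median UMI ratio of -0.20 and a G2/M share of -16.2. In this alternative and the previous one the cells named monocytes changed, because clusters were named anew.

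Classifying cells by markers alone gave shares of 4.46 for the neutrophil lineage, 3.82 for monocytes, 4.10 for macrophages, -7.10 for the B lineage, -6.40 for erythroid cells and -0.0344 for stem or multipotent progenitors. S100a8 was -0.077, S100a9 0.39 and the MYC-induced list 0.19 in the neutrophil lineage, and the G2/M share of stem or multipotent progenitors was -3.48, and their S-phase list 0.025. As shares of cells in named clusters only, a smaller denominator, the differences were 4.17 for the neutrophil lineage, 4.39 for monocytes, 6.47 for macrophages, -7.74 for the B lineage, -6.08 for erythroid cells and 1.80 for stem or multipotent progenitors.

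Scaling moved levels without changing the cells. Without the 20 most abundant genes S100a8 was 0.00076 and S100a9 0.47 in the neutrophil lineage, S100a8 was -0.069 in monocytes and Hmgb1 -0.10 in erythroid cells. Median-of-ratios scaling, which moves every gene of a class by 1 factor, gave S100a8 0.25 in the neutrophil lineage and 0.15 in immature neutrophils, S100a9 0.71, Myd88 0.026, Gsdmd 0.054, the G2/M list 0.029 and the MYC-induced list 0.21 in the neutrophil lineage, Myc 0.050 in all cells, and the MYC-induced list 0.36, the S-phase list 0.028 and the G2/M list 0.050 in stem or multipotent progenitors. The G2/M list was 0.034 in monocytes and 0.070 in immature neutrophils. Without Gm42418, S100a8 was -0.053 and S100a9 0.41 in the neutrophil lineage, S100a8 was -0.072 in monocytes, Myc was -0.26 in all cells the oxidative phosphorylation list was -0.0062 in erythroid cells and -0.16 in the B lineage, and Hmgb1 was -0.11 in erythroid cells. As the mean over cells, S100a8 was 0.064, S100a9 0.48 and the MYC-induced list 0.13 in the neutrophil lineage, Myc was 0.14 in all cells, Hmgb1 was -0.022 in erythroid cells, and the G2/M list was 0.019 in monocytes and 0.010 in immature neutrophils. Thinning to 2000 UMIs gave G2/M shares of -1.03 in the neutrophil lineage and -0.310 in monocytes.

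Depth limited Myc in the B lineage, with 9 UMIs in the MYC library, and MYC outside the neutrophil lineage and monocytes, with 12 UMIs or fewer in each named class.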

Other observations

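The tests of removal by the cell filters, of a few strongly responding cells and of transcript length were chosen before their results were seen; the other tests of this part were chosen afterwards. With 1 library per group, none of the patterns below separates genotype from library, and a difference between animals or preparations stays open for each. Dissociation-stress genes lay high among random lists in erythroid cells, the B lineage, granulocyte progenitors and immature neutrophils (medians of 0.47, 0.44, 0.35 and 0.34), so a difference in handling is not excluded either.

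MYC transcripts stood at a higher level in mature neutrophils than in granulocyte progenitors of the MYC library. Free RNA spread evenly over all cells is argued against, because it would give every cell the same number of MYC UMIs, and the number per cell differed 3.87-fold (1.82 to 9.83). In B progenitors and mature B cells 0 MYC UMIs were found among 801789 UMIs, where 2.30 would be expected at the level of all cells. A count of 0 has a 10.0% chance at that expectation, so an absence of MYC from these B cells was not detectable at this depth. Plasma cells held 6 MYC UMIs. A MYC UMI was in 6.52% of plasma cells (2.43 to 13.7) and 4.25% of mature neutrophils (3.50 to 5.11), so a high share per cell was not particular to mature neutrophils. A hypothesis is that the share of MYC RNA grows as neutrophils mature, either through transcription or because other transcripts decline; these were not separated.

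Macrophage-like cells were almost confined to the MYC library, with 644 cells against 19. Cluster boundaries are argued against as the cause of the higher number: with every cell thinned to 1000 UMIs, 4.74% of the MYC library (489 of 10323 cells) had at least 2 UMIs of C1qa, C1qb and C1qc together, against 0.523% of the control (66 of 12612 cells). That is a 9.05-fold difference, less than the 39.6-fold difference in shares of the macrophage cluster. Control macrophages placed in unnamed clusters may account for part of the near confinement, because these clusters held 76.7% of the control's C1q UMIs and 8.74% of those of the MYC library. Most of the control's were in cluster 18, with 238 control cells and 187 of the MYC library. Free RNA from macrophages is argued against, because C1qb was 149-fold higher in these cells than in all other cells of the MYC library. Doublets of a monocyte and another cell are argued against, because the median UMI count of these cells was 0.496 of that of monocytes. A difference between the library preparations, such as how well macrophages were released from the marrow, cannot be told apart from the genotype, because there was 1 library per group. An expansion of macrophages under MYC stays a hypothesis.

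B progenitors were scarcer in the MYC library than mature B cells were. B progenitors per mature B cell went from 0.984 to 0.132, a ratio of 0.134 (0.0818 to 0.220, approximate). Removal of B progenitors by the cell filters is argued against, since over all barcodes before filters the UMIs of B progenitor markers relative to mature B cell markers had a ratio of 0.187 (0.178 to 0.196). A block or loss early in B cell development in the MYC genotype stays open as a hypothesis.

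Interferon-response genes were lower in the MYC library in neutrophils, monocytes, erythroid cells and stem or multipotent progenitors. A shift shared by every class is argued against, because T or NK cells had a list median of 0.095. A different mix of neutrophil stages is argued against, because the least negative median among the 3 stages was -0.70, where the all-gene median was -0.18. A few strongly responding control cells are argued against, because without the 10% of neutrophil lineage cells highest in the list in each library the median was -0.94 against an all-gene median of -0.21. Mx1-Cre is itself induced through interferon, and the labels do not say whether or when either animal received an inducer. A difference in that treatment may therefore produce the same pattern as the genotype, and the 1 library per group cannot separate them. Ifitm2 and Ifitm1, which were not in the list, rose in neutrophils and in stem or multipotent progenitors while most of the list fell.

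S100a9 was higher in the neutrophil lineage of the MYC library while S100a8 was nearly level. A different mix of neutrophil stages is argued against, because the lowest log2 ratio of S100a9 among the 3 stages was 0.31. The value in granulocyte progenitors turned to -0.25 at Leiden resolution 2, so this holds more firmly for immature and mature neutrophils. A change in S100a9 transcription under MYC stays open and untested.

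Ribosomal protein transcripts were higher in all 8 classes compared, with a lowest list median of 0.35, in stem or multipotent progenitors. The highest was 1.34, in plasma cells, but their 92 cells in the MYC library fall short of the 100 required for lists. Among the other classes compared the highest was 0.92, in mature B cells. A shift shared by every class had the values it needs. Because Gm42418 was lower in the main classes of the MYC library, a library-wide difference in RNA capture is a candidate explanation, and a rise of ribosomal protein transcription under MYC in every class would look the same. The rise of MYC-induced genes in monocytes and in stem or multipotent progenitors is to be read with this limit. A bias by transcript length is argued against for those lists, because they lay at percentiles 100 and 99.9 of 10000 random lists matched on expression and exon length. For monocytes, a different mix of their clusters was not tested.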
